A study of Mus musculus with 8 samples.

How the data were processed

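Total RNA from ventricular heart of mouse embryos at embryonic day 11.5 was sequenced in 8 libraries, 4 control and 4 homozygous for a 7-base deletion in exon 3 of Atf4, per the labels. The labels disagree on how the libraries were made. The design text names TRIzol extraction and a stranded poly(A) kit, while the protocol attached to each sample names a column kit, cultured cortical neurons and ribosomal RNA depletion, and the genotype field of the mutant samples reads wild type. Groups and replicate numbers were taken from the sample titles, and all 8 samples carry the batch label 1.

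The values used are TPM as deposited by the authors, in 1 table with a column per library. The labels name no aligner, counting program, annotation, strand setting or genome build. The table gives a symbol, chromosome, strand, start and end for each of 52778 features. Of the 49589 features that matched a RefSeq gene of GRCm38.p6 by symbol and chromosome, 49586 had identical start and end, so coordinates are given on that build, counted from 1. The 3007 features on alternative or patch sequences are listed at 0 in every library. How reads that map to several places, overlap features or fall on the opposite strand were counted is not stated, which matters for ribosomal protein genes, histone genes and other families with near-identical copies. Among the 10 most abundant features, Gm10925 is a nuclear feature that resembles a mitochondrial gene, and Mir675 lies inside the abundant H19 transcript, so both values can hold reads of another gene. TPM keeps no depth: the number of reads per library is unknown, and no counting interval or detection floor is given.

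Values were analysed as log2(TPM + 1) without further scaling. Fold changes are on this scale and understate the change of genes with low expression. Genes with at least 1 TPM in at least 4 of the 8 libraries were kept, 15545 in all. Mutants were compared with controls in limma 3.58.1 (R 4.3.3) with a linear model and empirical Bayes variances that follow mean expression, no covariate, and two-sided p-values adjusted by Benjamini-Hochberg at 0.05. The median residual SD was 0.103 on the log2 scale. Gene lists were tested on the same fit with camera at a preset correlation of 0.01 between genes, with fry, and with camera at an estimated correlation. Shares of TPM and list means per library were compared by two-sided exact permutation over all 70 assignments of the libraries, with a smallest possible p of 0.0286. Python 3.11.15 with pandas 2.3.3, numpy 2.4.6 and matplotlib 3.10.9 was used for these tests and the plots.

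The tests, the filter, the 8 gene lists, the 11 marker lists, the genes around Atf4 and most alternatives were fixed before the data were examined. Lists were matched by symbol, older symbols included. The symbols Rpl40 and Ahsp found no match. The genes named are Atf4, Rps19bp1 and their neighbours, and, in the comparison of all genes, up to 6 per direction with the largest change among genes with an adjusted p below 0.05, a mean of at least 5 TPM and no overlap between the groups. In each gene list up to 4 members past the threshold are named, or the member with the smallest adjusted p where there was none, and the sex-linked genes are named as a check. Any other gene was named after its values were seen.

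The fit was tested on simulated data with the means and residual spread of the 15545 genes and 200 changed genes in each of 3 runs per size of change. It recovered 0.50% of genes changed by 0.2 on the log2 scale, 30.8% of those changed by 0.3, 68.0% of those changed by 0.5 and 92.2% of those changed by 1. At most 6.57% of the calls at any size were false. With independent genes, camera called 100 of 100 lists of 20 genes shifted by -0.2 and 4 of 100 unshifted lists.

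The alternatives were a pseudocount of 0.1, no filter, a filter at 5 TPM, median-of-ratios scaling, quantile normalization, TPM rescaled without mitochondrially encoded and haemoglobin genes, no variance trend, weights per library, the replicate number as a block, Xist or haemoglobin level as a covariate, and each library left out in turn. Chosen after the data were seen were protein-coding genes only, a correction of each library for GC content and transcript length (from the longest GENCODE M21 transcript of each gene), that correction together with the block, and exact permutation of the list means. The lists of macrophage markers, endoplasmic reticulum stress genes and mitochondrial synthetases were also added then. The fit was repeated for all 35 splits of the 8 libraries into 4 and 4.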

Results

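RNA was sequenced from ventricular heart tissue of mouse embryos at embryonic day 11.5, with 4 control libraries and 4 libraries from embryos homozygous for a frameshift allele of Atf4. ATF4 is a transcription factor whose translation rises when cells sense amino acid shortage or other stress, and which drives genes for amino acid synthesis, amino acid import and tRNA charging. The allele carries a CRISPR/Cas9 deletion of 7 bases in exon 3 that leaves the polyadenylation signal of the gene in place, so the design asks what the heart transcriptome looks like when the protein is lost while the end of the transcript is intact. Expression is given as TPM (transcript abundance), a unit scaled for transcript length and library size. The TPM of the 52778 listed features summed to between 923473 and 949762 per library, so features that carry the remainder are not analysed here. Between 15380 and 15584 features reached 1 TPM in a library. TPM keeps no read depth, so the number of reads behind each value is unknown and the spread between the 4 libraries of a group is the measure of error used throughout.

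Pearson correlations of log2(TPM + 1) ranged from 0.9897 to 0.9913 between libraries of the same group and from 0.9897 to 0.9915 between libraries of different groups. The first 2 principal components held 17.1% and 16.6% of the variance, and neither separated the genotypes. Control replicate 3 lay apart on the first, at 19.2 against -10.6 to 6.45 in the other libraries. Mutant replicate 4 lay apart on the second, at 21.3 against -8.42 to 3.07. The difference between genotypes was thus no larger than the difference between replicates over the transcriptome as a whole.

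The targeted gene was examined first. Atf4 lies on chromosome 15 from base 80255184 to base 80257545 on the plus strand of GRCm38, and no other listed feature overlaps it. Its transcript was higher in the mutants, at 166 ± 15.1 TPM (SD, n = 4) against 112 ± 8.07 TPM in the controls (SD, n = 4). The control libraries held 105, 121, 115 and 105 TPM, and the mutant libraries 166, 164, 185 and 148 TPM, so the lowest mutant value lay 26.7 TPM above the highest control value. The log2 fold change was 0.57 with a standard error of 0.071, and the limma test gave a two-sided adjusted p of 0.0430 over all 15545 genes tested. The transcript level alone therefore does not show the loss of the protein, and the genotype of each library rests on its label. The setting that moved this result most was the absence of an expression filter, where the adjusted p rose to 0.354 at a log2 fold change of 0.57. The call was also lost in 7 of the 8 fits that each left out 1 library, in which the log2 fold change ranged from 0.51 to 0.62.

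Rps19bp1, the gene downstream of Atf4, is transcribed towards it from the minus strand between bases 80260614 and 80264306, with 3068 bases between the ends of the 2 genes. It was measured at 32.7 ± 3.32 TPM in the controls and 29.7 ± 2.87 TPM in the mutants (SD, n = 4 each). The log2 fold change of -0.14, with a standard error of 0.084, was not distinguishable from replicate spread (limma, two-sided unadjusted p of 0.142, adjusted p of 0.865). Mief1, which ends 1811 bases upstream of Atf4 on the same strand, held 18.2 ± 0.961 TPM in the controls and 18.2 ± 1.25 TPM in the mutants. Of the 13 genes in the neighbourhood, 10 were expressed enough to be tested, and Cacna1i, Enthd1 and Fam83f were not. Only Atf4 passed the threshold, both over all genes and adjusted over the list alone, where its adjusted p was 0.000166. The other 9 had log2 fold changes between -0.14 and 0.31, and the lowest adjusted p among them was 0.865. The highest of these, for Mgat3, rested on control replicate 2, which held 0.772 TPM against 2.62 to 4.58 TPM in the other controls. Without that library its log2 fold change was -0.044. Pdgfb changed sign in the same way, from 0.22 to -0.035.

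**Figure D1:**
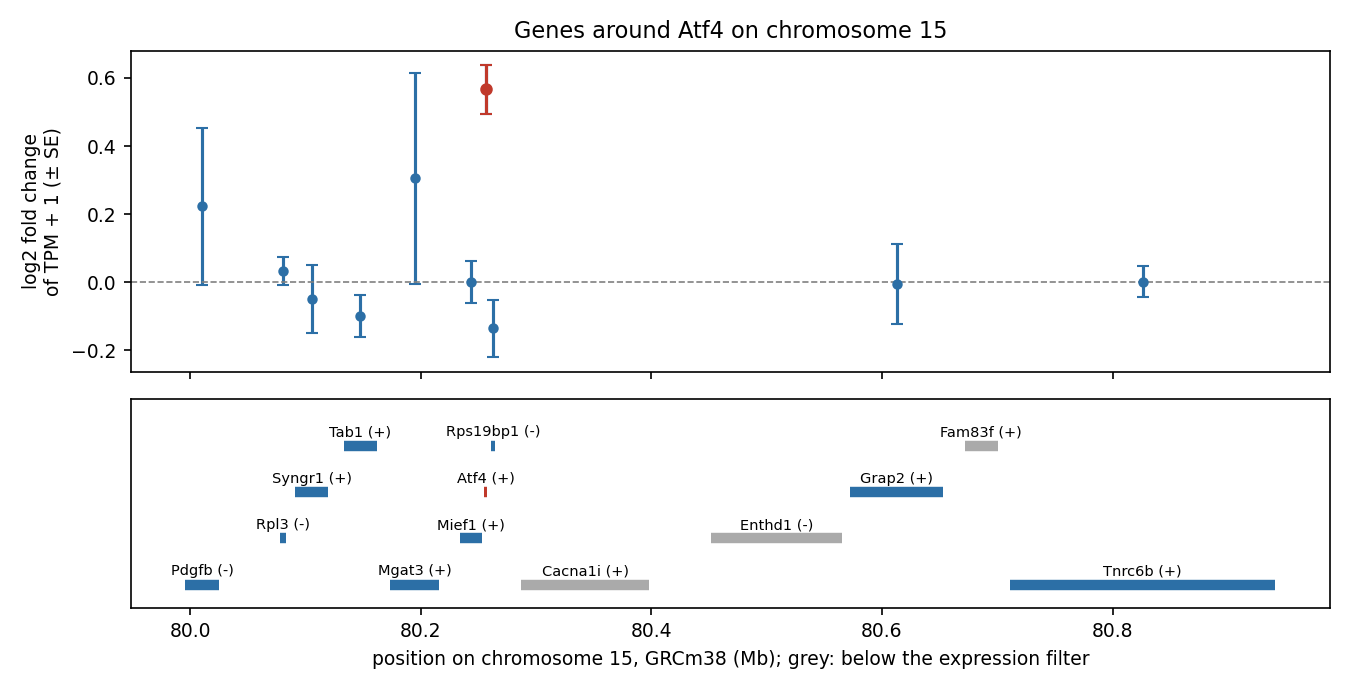
Log2 fold change (mutant against control, with its standard error) of the tested genes around Atf4, above a map of the gene positions on chromosome 15 in megabases with the strand in brackets. Atf4, in red at 0.57, stands above the 9 other tested genes, and Rps19bp1 at -0.14 lies within replicate spread.

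Over the transcriptome, 6 of 15545 genes had an adjusted p below 0.05 (limma, Benjamini-Hochberg), 1 of them higher and 5 lower in the mutants. At an unadjusted p below 0.05 there were 949 genes, of which 412 were higher and 537 lower, or 6.10% of those tested. None of the genes past the adjusted threshold changed by 2-fold, a count of 0, while 5 genes had an unadjusted p below 0.05 together with a change of at least 2-fold. In 572 genes the 4 mutant and 4 control values did not overlap, which is 3.68% of those tested against 2.86% by chance. The median log2 fold change of all tested genes was -0.0033. The count fell from 6 to 0 in several alternatives, among them no expression filter, no dependence of the variance on mean expression, and leaving out control replicate 2, 3 or 4. With quantile normalization, and with TPM rescaled after leaving out mitochondrially encoded and haemoglobin genes, the 6 calls were all lower in the mutants, against 1 higher and 5 lower with TPM as deposited.

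The 5 genes that fell were Phgdh, Aldh1l2, Iars, Cars and Yars. Phgdh, which encodes the first enzyme of serine synthesis (chromosome 3, bases 98313171 to 98339969), fell from 61.2 ± 1.90 to 44.1 ± 1.93 TPM (SD, n = 4 each), a log2 fold change of -0.46 (standard error 0.042, adjusted p of 0.00883). Iars, for the cytosolic isoleucyl-tRNA synthetase (chromosome 13, bases 49682130 to 49734267), fell from 70.7 ± 1.72 to 52.8 ± 2.02 TPM, a log2 fold change of -0.41 (standard error 0.038, adjusted p of 0.00883). Cars, for the cysteinyl-tRNA synthetase (chromosome 7, bases 143557230 to 143600090), fell from 15.9 ± 0.83 to 10.3 ± 0.83 TPM, a log2 fold change of -0.59 (adjusted p of 0.0420). Aldh1l2, for a mitochondrial folate enzyme (chromosome 10, bases 83487447 to 83534146), fell from 21.2 ± 0.384 to 15.3 ± 1.05 TPM, and its log2 fold change was -0.45 (adjusted p of 0.0430). Yars, for the tyrosyl-tRNA synthetase (chromosome 4, bases 129189734 to 129219240), fell from 46.1 ± 2.33 to 35.4 ± 1.33 TPM, and its log2 fold change was -0.37 (adjusted p of 0.0430). In each of the 5 genes every mutant library lay below every control library. Phgdh and Yars share no bases with another listed feature, and the features that overlap the other 3 averaged at most 0.534 TPM.

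**Figure D2:**
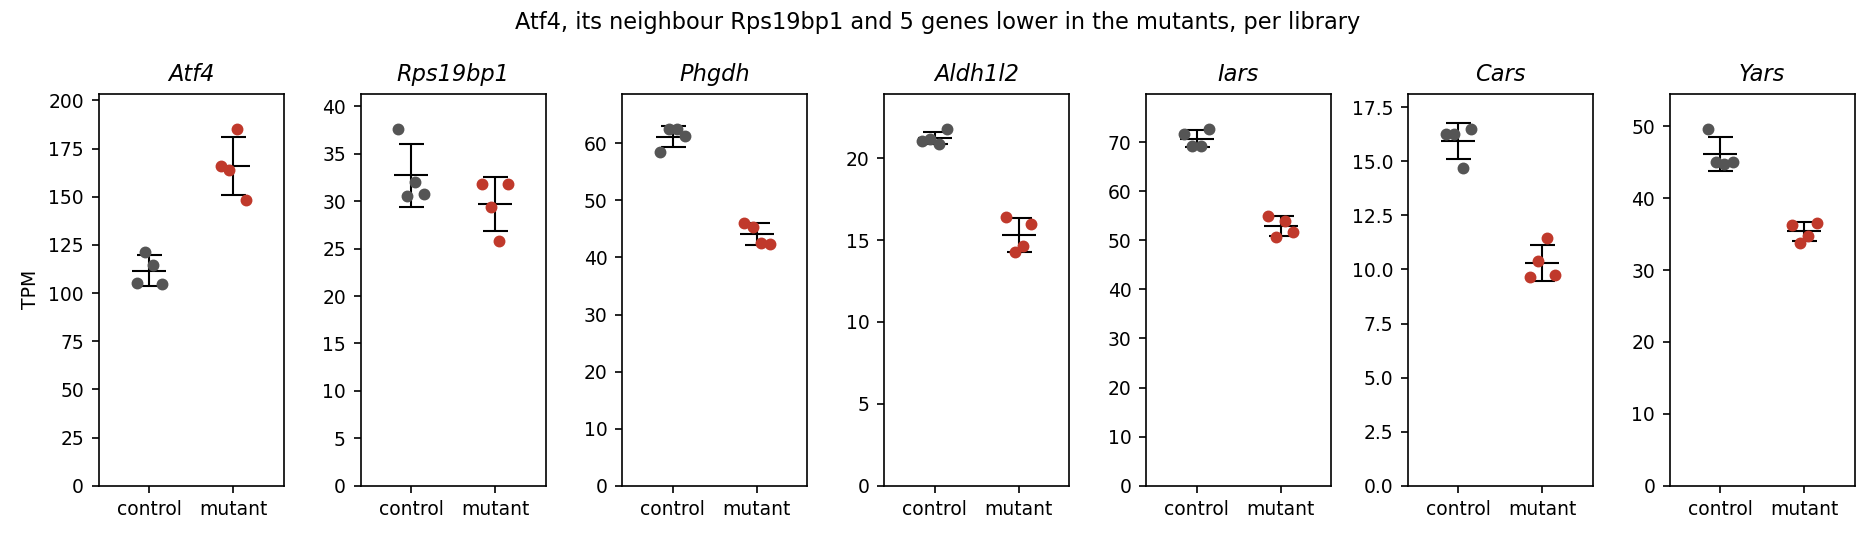
TPM of Atf4, Rps19bp1 and the 5 genes that fell, in each of the 4 control (grey) and 4 mutant (red) libraries, with the group mean and SD as black lines and each axis starting at 0. The groups do not overlap for any gene shown except Rps19bp1, at 32.7 TPM in the controls and 29.7 TPM in the mutants.

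Lists of genes fixed in advance were then compared as sets, 8 in all, with Benjamini-Hochberg adjustment over the 8. The list of ATF4 target genes, compiled from general knowledge of the factor, had 40 genes, of which 34 were expressed enough to be tested. The median log2 fold change was -0.13, with 30 genes lower and 4 higher. Those 4, Cebpb, Stc2, Ddit4 and Mthfd1l, are named after their values were seen, and Cebpb had the largest rise at 0.32 (unadjusted p of 0.0166, adjusted p of 0.780). In the list, 2 genes passed the threshold over all genes tested and 9 when adjusted over the list alone. Asns, singled out after its values were seen, had a log2 fold change of -0.45 (unadjusted p of 0.000257, adjusted p over all genes of 0.336). The camera test of limma, with its preset correlation between genes, gave the list an adjusted p of 9.97e-14.

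The list of 20 cytosolic aminoacyl-tRNA synthetase genes, which shares 1 gene with the ATF4 targets, had a median log2 fold change of -0.047, with 12 genes lower and 8 higher. In it 3 genes passed over all genes tested and 8 when adjusted over the list alone, and camera gave an adjusted p of 1.31e-07. The change was uneven within the list: the lower quartile was -0.24 and the upper quartile 0.027. As a mean per library, the list held 5.99 ± 0.0342 in the controls and 5.87 ± 0.0291 in the mutants on the log2(TPM + 1) scale (SD, n = 4 each), and the exact two-sided permutation p was 0.0286. The ATF4 target list held 4.41 ± 0.0463 in the controls and 4.23 ± 0.0775 in the mutants, also with an exact permutation p of 0.0286. This is the smallest p that 4 against 4 libraries allow, and adjusted over the 8 lists both exact permutation values were 0.114. Of the 6 genes past the threshold, Atf4 was the only one in neither list.

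Camera also called the cell cycle and hypoxia-response lists, both higher. Among 36 cell cycle genes the median log2 fold change was 0.045, with 34 higher and 2 lower (camera adjusted p of 6.43e-07), the lower ones being E2f1 and Mcm5, named after their values were seen. Among 28 hypoxia-response genes the median was 0.11, with 27 higher and 1 lower (camera adjusted p of 6.52e-10), the lower one being Pfkfb4, also named afterwards. Under fry, a rotation test that keeps the correlation between genes as it is in the data, the ATF4 target and synthetase lists held with an adjusted p of 0.0124 each, and the cell cycle and hypoxia lists did not, with an adjusted p of 0.269 each. With the correlation estimated per list in place of the preset one, none of the 4 calls held: the adjusted p was 0.0930 for ATF4 targets, 0.174 for synthetases, 0.327 for cell cycle and 0.290 for hypoxia. The leading members were Aurka, which overlaps 1 feature on the opposite strand, at a log2 fold change of 0.12 (adjusted p of 0.780), and Hk2, at 0.24 (adjusted p of 0.759). No gene of either list passed the threshold, over all genes or adjusted over the list alone.

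The other 4 lists did not pass under camera, fry or the estimated correlation with TPM as deposited. The median log2 fold change was 0.012 over 79 cytosolic ribosomal protein genes (camera adjusted p of 0.0999, but 0.00133 after correction for GC content and transcript length) and -0.0050 over 59 ribosome biogenesis genes (camera adjusted p of 0.861). It was 0.027 over 25 p53 target genes and -0.016 over 25 sarcomere and contractile genes, with a camera adjusted p of 0.429 for both. Their leading members, Rps28, Rrp9, Ccng1 and Myl7, had log2 fold changes of -0.14, 0.12, 0.12 and 0.14 and adjusted p of at least 0.720. None of the 4 lists held a gene past the threshold.

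**Figure D3:**
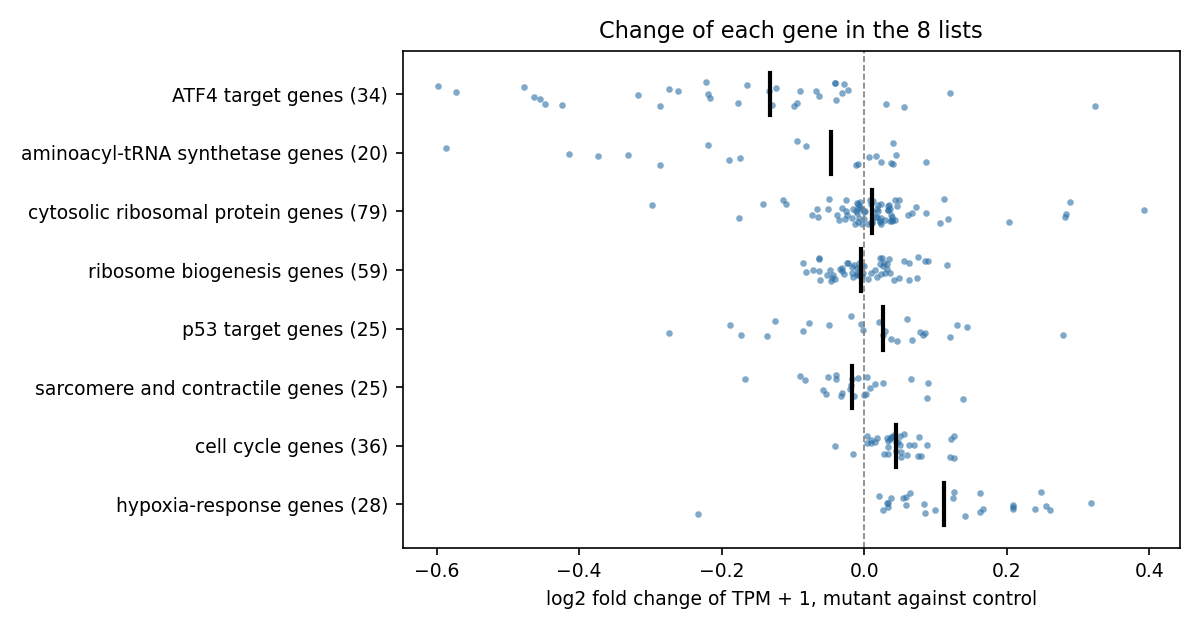
Log2 fold change of TPM + 1 (mutant against control) of every tested gene in the 8 lists, with 1 point per gene, the list median as a black bar and the number of genes in brackets. The ATF4 target genes lie mostly below 0, with a median of -0.13, and the synthetase genes reach from -0.59 to 0.087.

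The composition of the libraries was compared with exact two-sided permutation tests, 3 in this family. Mitochondrially encoded genes held 12.6% ± 0.817 of the TPM in the controls and 12.3% ± 0.427 in the mutants (SD, n = 4 each, exact permutation p of 0.486, adjusted 0.486). Haemoglobin genes held 0.690% ± 0.158 and 0.539% ± 0.0795 (exact permutation p of 0.143, adjusted 0.429). The 10 most abundant features held 13.5% ± 0.599 and 13.3% ± 0.309 (exact permutation p of 0.486, adjusted 0.486). None of these differences exceeded the replicate spread. Leaving out control replicate 3 moved the mitochondrial difference most, from -0.341 to -0.00358 percentage points, and that of the 10 most abundant features from -0.263 to -0.0319. The size of the haemoglobin difference also depended on which control was left out. Its controls ranged from 0.493% in control replicate 1 to 0.848% in control replicate 4.

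Marker lists for cell types, embryo sex and RNA without a poly(A) tail, 11 in all, were compared in the same way as mean log2(TPM + 1) per library. None had an exact permutation p below 0.05, a count of 0, and the lowest was 0.171, for neuronal markers (adjusted p of 0.943 for each list). The differences were -0.20 for erythroid genes, -0.054 for mitochondrially encoded genes, -0.034 for neuronal genes, -0.0080 for hepatocyte genes, 0.016 for atrial cardiomyocyte genes, -0.026 for epicardial genes, -0.025 for endocardial and endothelial genes and 0.016 for valve and outflow mesenchyme genes. They were 0.033 for sex-linked genes, 0.026 for replication-dependent histone genes and 0.0073 for other RNAs without a poly(A) tail. Xist, which is transcribed from the inactive X chromosome of females, reached at most 0.110 TPM in any of the 8 libraries, while the Y-linked gene Ddx3y held 26.4 to 35.9 TPM and Kdm5d 14.2 to 17.2 TPM.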

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

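All tests in this part were chosen after the results were seen, except the threshold for a library that stands apart from its group, which was set in advance. Groups of 4 libraries were tested 94 times, over the named genes, the gene lists, the marker lists and the library shares, for a library whose gap to its nearest neighbour took up most of the range of the group. This happened 7 times, against 4.7 expected by chance at the 5% rate of the test, and the tests are not independent, since lists share libraries and genes.

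Pdgfb was low in control replicate 2, at 0.879 TPM against 2.65 to 3.05 TPM in the other controls. Cars was low in control replicate 3, at 14.7 TPM against 16.3 to 16.5 TPM. Yars was high in control replicate 1, at 49.6 TPM against 44.7 to 45.1 TPM. Hk2 was high in mutant replicate 3, at 66.2 TPM against 59.8 to 60.2 TPM. The mean log2(TPM + 1) of the aminoacyl-tRNA synthetase list was high in mutant replicate 1, at 5.91 against 5.85 to 5.86. Among the marker lists, endocardial and endothelial genes were high in control replicate 2, at 5.90 against 5.74 to 5.76, and sex-linked genes were low in control replicate 3, at 3.47 against 3.71 to 3.75. For Cars and the synthetase mean the library that stood apart lay on the side of the other genotype, so the difference between groups did not rest on it. For Yars, Hk2, Pdgfb and both marker lists it lay on the far side. For the marker lists the sign of the small difference rested on that library. For endocardial and endothelial genes the other controls held 5.740, 5.746 and 5.762, against a mutant mean of 5.761. For sex-linked genes they held 3.71 to 3.75, against a mutant mean of 3.70. Without the library that stood apart the log2 fold change was -0.34 for Yars (adjusted p of 0.144, and up to 0.198 with any 1 library left out), 0.20 for Hk2 and -0.035 for Pdgfb.

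A library of poor quality is a candidate explanation, and it would have to stand apart in many genes. The share of all tested genes in which a library stood apart from its group ranged from 1.20% in control replicate 2 to 1.92% in mutant replicate 4. Mutant replicate 4 carried none of the 7 results above, which argues against that explanation for them. The number of events, 7 against 4.7, leaves chance open for each one. No biological explanation was tested, since the design names nothing that differs between libraries of a group.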

How the results depend on the processing

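The alternatives were planned, except protein-coding genes only, the GC and length correction and exact permutation of list means, which were chosen after the data were seen. The direction of the 6 genes past the threshold was the same in all 22 alternatives. Several of these, such as no filter, no variance trend and the replicate block, leave a fold change as it is by construction. Phgdh passed in 14 of the 22 and Iars in 13, with log2 fold changes from -0.48 to -0.44 and from -0.43 to -0.39 and adjusted p of up to 0.252 and 0.249. Cars passed in 9, Aldh1l2 and Yars in 8 each and Atf4 in 7. Rps19bp1 stayed between -0.22, with haemoglobin level as a covariate (standard error 0.079), and -0.069, without control replicate 1. That library held 37.6 TPM against 30.5 to 32.1 TPM in the other controls. The adjusted p of Rps19bp1 was at least 0.778.

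The 6 calls were the same 6 genes with a pseudocount of 0.1, a filter at 5 TPM, weights per library, protein-coding genes only and the GC and length correction, and median-of-ratios scaling gave these and Mars1. With quantile normalization and with TPM rescaled without mitochondrially encoded and haemoglobin genes, Mars1 joined 5 of the 6 and Atf4 was lost, at a log2 fold change of 0.55 (adjusted p of 0.0611) and 0.56 (adjusted p of 0.0529). The number of genes around Atf4 past the threshold was then 0. No filter, at 35731 features tested, and no variance trend each gave 0 calls over all genes and 0 around Atf4, with Atf4 at 0.57 in both (adjusted p of 0.354 and 0.215). Without the filter the adjustment covers more features by construction, and beyond that the cause was not tested. With Xist level as a covariate, which spans at most 0.110 TPM here, 2 genes passed (Phgdh and Iars), 0 around Atf4, and Atf4 stood at 0.57 (adjusted p of 0.132). With haemoglobin level as a covariate 1 gene passed, 0 around Atf4, and Atf4 stood at 0.59 (adjusted p of 0.170). That 1 gene, Hsd3b6, was not among the 6 and also made the count with a 2-fold change 1, at a log2 fold change of 1.19. The cause was not tested.

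Across the 8 fits that each left out 1 library, with fewer samples in each, 0 to 3 genes passed, and 0 to 1 with a 2-fold change. The 1 was Zfp385b, without mutant replicate 1, at a log2 fold change of -1.39. The number past the threshold was 0 without control replicate 2, 3 or 4, 1 without control replicate 1, 2 without mutant replicate 2 and 3 without mutant replicate 1, 3 or 4. From 0 to 1 gene around Atf4 passed, and Atf4 ranged from 0.51 to 0.62, past the threshold only without mutant replicate 4 (adjusted p of 0.0464). At an unadjusted p below 0.05 the full comparison held 949 genes.

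The replicate numbers do not pair the libraries: deviations from the group means of same-numbered libraries correlated at -0.038, 0.035, -0.037 and -0.082 over genes. With the replicate block 0 genes passed, 0 around Atf4, and Atf4 stood at 0.57 (adjusted p of 0.249). With the GC and length correction and the replicate block these were 0, 0 and 0.57 (adjusted p of 0.149), and the ribosomal protein list had a median of 0.022 (adjusted p of 0.000674).

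In the 24 alternatives that give a median, the ATF4 target list ranged from -0.15 to -0.11 and the synthetase list from -0.071 to -0.041. With exact permutation of list means added, both passed in 23 of 25, fry included. Most of the 25 repeat camera at its preset correlation, and the cell cycle and hypoxia lists passed in 22 of 25 each. The count of passes therefore does not set the ATF4 target and synthetase lists apart. With camera at an estimated correlation the medians were the same, -0.13 for ATF4 targets (adjusted p of 0.0930), -0.047 for synthetases (0.174), 0.045 for cell cycle (0.327) and 0.11 for hypoxia (0.290), and none passed. Under fry the cell cycle list at 0.045 and the hypoxia list at 0.11 did not pass (adjusted p of 0.269 each). In exact permutation of the list means, the differences between group means were -0.18 for ATF4 targets, -0.12 for synthetases, 0.048 for cell cycle and 0.12 for hypoxia. There the adjusted p was 0.114 for the first pair and 0.343 for the second, and 0.0286 before adjustment is the smallest this design allows. In the exact test this limit, adjusted over 8 lists, allows no pass unless most lists reach it. For the others the cause was not tested. Ribosome biogenesis stood at 0.000167 in the exact test. That is a difference of means, so its sign cannot be set against that of the median, -0.0050. The median ranged from -0.018 to 0.018 with 1 library left out. The ribosomal protein list passed with the GC and length correction at 0.022 (adjusted p of 0.00133), was -0.0043 with the haemoglobin covariate (adjusted p of 0.440), and ranged from -0.0052 to 0.025 with 1 library left out. It passed without control replicate 1, control replicate 3 and mutant replicate 3 (adjusted p of 0.00479, 0.0151 and 0.000174) and fell below 0 without control replicate 2 and mutant replicate 4. The cause was not tested. The p53 and sarcomere lists did not pass in any of their 25 alternatives, and the 3 library shares kept their direction.

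Among the single genes, 503 other values were compared: 413 kept direction and side of the threshold, 58 kept direction and lost the threshold, and 32 changed sign. Those 32 came from 9 genes at no more than 0.0645 either way, with an adjusted p of at least 0.924. Mief1 changed sign with quantile normalization at -0.00046, with rescaled TPM at -0.0045, with weights per library at -0.013, with the Xist covariate at -0.0010, with the haemoglobin covariate at -0.019 and with the GC and length correction at -0.0049, with or without the block. Grap2 was 0.028 with quantile normalization and 0.049 with the haemoglobin covariate, Tnrc6b -0.0026 with rescaled TPM, and Ddx3y 0.036 with the haemoglobin covariate. With 1 library left out the ranges were -0.035 to 0.33 for Pdgfb, -0.092 to 0.037 for Syngr1, -0.044 to 0.51 for Mgat3, -0.044 to 0.024 for Mief1 and -0.067 to 0.064 for Grap2. They were -0.022 to 0.026 for Tnrc6b, -0.097 to 0.046 for Ddx3y, -0.018 to 0.067 for Kdm5d and -0.13 to 0.018 for Uty. The cause was not tested.

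The read depth is unknown, which limits what can be said of genes near 1 TPM. In simulated data with this design 30.8% of changes of 0.3 on the log2 scale were recovered, so many changes of that size would be missed.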

Other observations

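The tests of a shift of all TPM values, of neighbouring genes, of separate RNA pools and of the conflicting labels were chosen after the results were seen, and the macrophage question arose from the ranked genes, while the other tests in this part were written before their values were seen.

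Other splits of the libraries bear on how much of the comparison is chance. The real split was 1 of 35 to give as many as 6 genes with an adjusted p below 0.05, since no other split gave more than 2, and 13 others gave any. At an unadjusted p below 0.05, 7 of the 35 splits, the real one included, gave as many as 949 genes. The splits other than the real one ranged from 480 to 1235, so that count on its own does not separate the genotypes from chance. For the count of 0 with a 2-fold change no such test is possible, since any count is at least 0 and 35 of 35 splits reach it by construction. For the ATF4 target list and for the synthetase list 1 of 35 splits, the real one, gave a camera p as small. For cell cycle genes it was 4 of 35 and for hypoxia-response genes 5 of 35, so splits that ignore genotype moved these lists as far. The other lists gave 23 of 35 for ribosomal proteins, 33 for ribosome biogenesis, 15 for p53 targets and 18 for sarcomere genes.

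The fall of ATF4 target and synthetase genes was set against technical explanations. After each library was corrected for GC content and transcript length, the median log2 fold change of the ATF4 targets was -0.13 and the list still passed, and 100% of the genes of both lists had the values this needs. The median of all tested genes was -0.0033, which argues against a shift of all TPM values. With haemoglobin level as a covariate the synthetase median was -0.071 and the list still passed under camera, which argues against blood content as the whole cause. A fall common to all tRNA synthetase genes would take the mitochondrial enzymes along. The 17 mitochondrial synthetase genes had a median of 0.029, with 11 higher. None lay below -0.15, against 8 of the 20 cytosolic ones, a count that was not tested. The difference of medians was -0.0754 (permutation p across genes of 0.0278, and genes are not independent replicates). The mitochondrial list was itself called higher by camera (p of 0.0184, and 0.0126 with haemoglobin level as a covariate). Fry also called it higher (p of 0.0205), but not with that covariate (fry p of 0.0750). The exact two-sided permutation p of its list mean was 0.0571. The comparison across genes does not separate that rise from the cytosolic fall. The data are thus consistent with a loss of ATF4 activity that reaches part of the cytosolic synthetases, as a hypothesis from 4 libraries per genotype. These tests keep the caveat that the lists pass camera and fry but not the estimated correlation.

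The Atf4 transcript rose by 0.57 on the log2 scale while its target genes fell. Reads of a neighbour counted as Atf4 would have to raise the neighbour too, and Mief1, on the same strand upstream, had a log2 fold change of 0.00031, with Rps19bp1 lower at -0.14. Higher endoplasmic reticulum stress, which may raise Atf4 transcription, was tested with 16 target genes of XBP1 and ATF6. Their median log2 fold change was 0.091, with 13 higher and 3 lower. Camera, with its preset correlation, called the list higher (p of 1.78e-05, and 0.000237 with haemoglobin level as a covariate). The fry p was 0.0383, but 0.118 with that covariate, and the exact two-sided permutation p of the list mean was 0.0857. This explanation cannot be told apart from replicate spread with 4 libraries per group. Slower decay of the mutant transcript and loss of feedback by the protein were not tested.

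Among the ranked genes the macrophage markers Lyz2, Cx3cr1 and Mrc1 were lower in the mutants, with a median of -0.60. A list of 20 further markers was written before their values were seen, and the heart libraries expressed 10 of them enough to be tested. Of these 9 were lower and 1 higher, with a median log2 fold change of -0.37 (fry p of 0.0425). The exact two-sided permutation p of the list mean was 0.0571. The 4 most abundant of all these markers were Lyz2, Pf4, Cd68 and Laptm5. Lyz2 fell from 62.8 to 49.6 TPM, Cd68 from 5.31 to 4.43 TPM and Laptm5 from 4.48 to 3.32 TPM, while Pf4 held 14.6 and 14.7 TPM. Less blood in the mutant samples could lower such genes, but with haemoglobin level as a covariate the median was -0.50 and the fry p 0.0487, which argues against it as the whole cause. Adjusted over the list alone 1 marker passed, C1qb, at a log2 fold change of -0.86. A lower share of macrophages cannot be told apart from replicate spread, since the exact test does not pass and no marker passed over all genes. All tested markers of the list but Pf4 also lie at or below 5.31 TPM. A change in macrophage state, and a difference in exact embryo stage between genotypes, were not tested.

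All 8 libraries carried Y-linked transcripts and at most 0.110 TPM of Xist, a pattern of male tissue. If each library came from 1 embryo, which the labels do not state, and sex had been left to chance at equal odds, 8 libraries of one sex would have a probability of 0.00781. The labels give no sex. One way to arrive at this without selecting males is that the libraries of a genotype came from 1 RNA pool. Separate samples differ in blood content. The 7 haemoglobin genes varied together within groups, at a mean pairwise correlation across libraries of 0.85, but they are related in sequence and can share reads. The 9 other erythroid genes tested, after correction for GC content and transcript length, had a mean pairwise correlation of 0.59. The highest of 10000 random gene sets matched on expression was 0.50. That argues against 1 pool per genotype, with the limit that other effects of library preparation were not tested, and says nothing on whether a library held 1 embryo or several. Selection of male embryos stays open and was not tested, and effects in females are not covered by these libraries.

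The labels name both poly(A) selection and ribosomal RNA depletion, and both heart and cortical neurons. Replication-dependent histone transcripts, which lack a poly(A) tail, had a median of 0.732 TPM over 51 genes, while 36 cell cycle genes had a median of 79.0 TPM. Other RNAs without a tail had a median of 0.894 TPM over 11 genes, with Rn7sk at 11.8 TPM. The ribosomal RNA feature Rn18s-rs5 was abundant, at 4368 TPM, so RNA without a tail was not absent from these libraries. The histone level argues against rRNA-depleted total RNA, with the limit that reads of near-identical histone copies may have been left uncounted. Neuronal markers had a median of 0.253 TPM over 16 genes and sarcomere genes one of 903 TPM over 26, which argues against cultured cortical neurons.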
